A study of Mus musculus with 8 samples. Its data were reported in "Dietary Heme Alters Microbiota and Mucosa of Mouse Colon without Functional Changes in Host-Microbe Cross-Talk" (2012).

How the data were processed

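Gene expression was measured in colon scrapings of 8 male mice, 4 fed a Westernized high fat control diet and 4 fed this diet with 0.5 µmol heme per g for 14 days. Mesenteric fat was removed and the epithelium was scraped off, so a scraping can hold connective tissue and muscle besides epithelium. Per the methods of the study, the middle of the colon was taken for histology, and the scrapings of the remaining proximal and distal parts were combined for each mouse, so a sample mixes both ends of the colon. Each array was hybridized with RNA of a single mouse. The arrays were Affymetrix whole-transcript mouse gene arrays in plate format.

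The deposited values are log2 expression estimates that the authors computed with RMA (robust multi-array analysis, named in the submitters' processing notes), which corrects the background, quantile-normalizes the arrays against each other and summarises the probes of each transcript. It was run with default settings, and its version is not given in the sources used here. Signals here are 2 to the power of these log2 values. RMA keeps unspecific signal, so changes of genes close to the signal minimum are understated. The methods of the study state that probes were regrouped per Entrez gene, but the 35556 deposited rows carry the manufacturer's transcript clusters. The test had been planned for 1 value per Entrez gene. With the platform annotation, 21218 rows name 1 gene, 1881 name several and 12457 have no name here. No gene was named from a row with several. Of the rows with 1 gene, 21185 were found in the RefSeq gene table (GRCm38.p6) by Entrez number, and 0 symbols changed. The files name no genome build, so no coordinates are given.

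The 18820 genes were each represented by their transcript cluster with the highest mean over all 8 mice, a rule adopted after the rows were seen and blind to diet; 1386 genes had several clusters. Genes with a signal under 20 in all mice were left out as in the study (2411 genes), which left 16409. Of the named genes with several clusters, the clusters disagreed in direction for Bak1 and Dclk1, whose other clusters lay at signals of 46.9 and 18.3, and in size for Phgdh (0.37, 0.97 and 1.39) and Hspb1 (-1.34 and -1.41, against -0.14 for a cluster at a signal of 13.8). With the mean of its clusters Bak1 did not pass (adjusted p = 0.0317). The 16 clusters of Gm26504, 15 of them with the same values, gave -2.45 or -2.46.

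Heme and control mice were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with values read by the package data.table in version 1.17.8, two-sided, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.01. No covariate was used. The 33 gene lists, the thresholds, the rule for named genes and the alternatives were written before the data were examined, except where stated. Lists of at least 3 tested genes were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the 33 lists, threshold 0.05), and again with an estimated correlation, with fry and with camera on ranks. Named genes were the 10 largest rises and 10 largest falls among changed genes whose diets did not overlap, the genes the study names, and up to 4 members of each list, those past the threshold with the largest change or otherwise the smallest adjusted p. Genes outside this rule that complete a count of 5 or fewer (such as Ephx1, Fadd, Neurog3 and Ednrb), the rising colonocyte genes and those of the last part were chosen after their values were seen. List members also named by the study from these samples were 10 of 31 for Toll-like receptor signalling, 5 each for cell cycle, mucins, antimicrobial defence, cytokines and macrophages, 4 for feedback inhibitors, 3 for neutrophils, 2 each for oxidative stress and cell death, and 1 each for iron, absorptive colonocytes, goblet cells and small intestinal enterocytes. Of the genes the study names, 3 were not tested here. Some genes stand in more than a single list, 5 of 27 for oxidative stress, 5 of 19 for antimicrobial defence and 3 or fewer in every other list.

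On simulated values with the means and spread of the 16409 genes for heme against control, 56% of 0.5 log2 changes, 100% of changes of 1 and 2 and 98% of changes of -1 were recovered, with 2 false calls among 16209 unchanged genes. Far fewer genes were changed in this simulation than the 18.9% called in the real comparison. The adjustment depends on that share, so the recovered percentages need not hold for the real comparison. The arrays were also checked for duplicates; the smallest median absolute difference between a pair was 0.0938 log2 units, and pairs correlated at 0.990 to 0.997 within and 0.976 to 0.986 between diets. Medians of the arrays lay between 6.38 and 6.47 on the log2 scale. Alternatives covered the filter, the variance model, array weights, a second normalization, Storey q-values, the replicate number as a block, each mouse left out, and, chosen after seeing the data, the mean of a gene's clusters, every cluster by itself, controls 3 and 4 left out and a smooth muscle covariate.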

Results

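Gene expression was measured in colon scrapings of 8 male C57BL/6J mice, an inbred laboratory strain. For 14 days, 4 mice received a Westernized high fat diet low in calcium (control) and 4 mice received the same diet with 0.5 µmol heme per g (heme). Each mouse was measured on its own array, so n = 4 mice per diet throughout, and the number of mice limits the precision. Values are signal intensities as mean ± SD, and changes are log2 differences between heme and control mice ± SE. The comparison addresses how the colon mucosa responds to dietary heme. Heme and control mice separated along the first principal component, which held 63.6% of the variance.

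Heme changed the expression of 3101 of the 16409 genes tested (limma, adjusted p under 0.01), which is 18.9%. Of these, 1605 were higher and 1496 were lower in heme-fed mice. The largest rise was that of Slc7a11, the cystine transporter that supplies glutathione synthesis, from 57.7 ± 12.4 to 687 ± 355 (log2 difference 3.45 ± 0.33, adjusted p = 0.000113). The secreted protease inhibitor Slpi rose from 81.5 ± 6.19 to 754 ± 262 (3.14 ± 0.22), and heme oxygenase Hmox1, which breaks down heme, from 95.7 ± 12.2 to 937 ± 548 (3.08 ± 0.40, adjusted p = 0.000494). The other genes among the 10 largest rises were Clca4b (3.39), the fatty acid binding protein Fabp1 (3.34), the mast cell protease Mcpt2 (2.99), Trim29 (2.72), Fer1l4 (2.51), and the carbonyl and aldehyde reductases Cbr3 (2.49) and Akr1b8 (2.39). The largest fall was that of the metal transporter Slc30a10, from 651 ± 184 to 51.7 ± 7.96 (-3.62 ± 0.19, adjusted p = 1.12e-05). The epithelial calcium channel Trpv6 fell from 271.0 ± 118 to 31.6 ± 5.69 (-3.03 ± 0.26), and the deiodinase Dio1 from 1283 ± 83.7 to 234 ± 40.7 (-2.47 ± 0.12). The remaining genes of the 10 largest falls were the transglutaminase Tgm3 (-2.85), the sterol transporter Abcg5 (-2.59), Mptx1 (-2.59), Cyp2f2 (-2.53), Fxyd4 (-2.46), Gm26504 (-2.46) and Ifit1bl2 (-2.42). The call of Tgm3 was lost without control 1, 3 or 4 or without heme mouse 2 (adjusted p up to 0.0140). That of Gm26504 was lost without control 2 or 3 or without any single heme mouse (up to 0.0134). With controls 3 and 4 both left out, Gm26504 differed by -1.66 (adjusted p = 0.0232) and Tgm3 by -2.83 (0.0289), and neither passed.

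**Figure D1:**
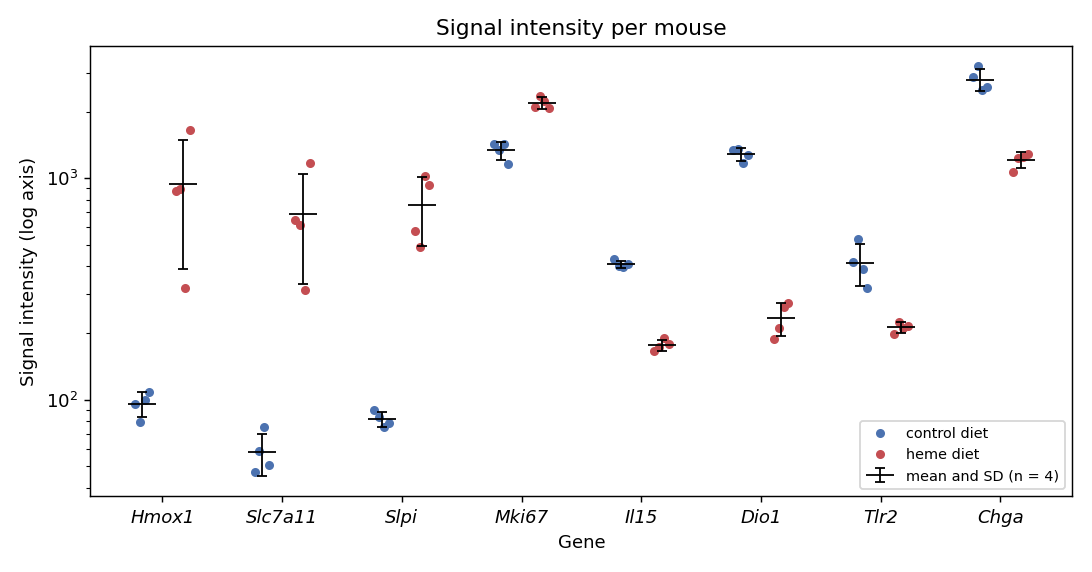
Signal intensity on a log axis of 8 genes in each of the 4 control and 4 heme-fed mice; points are mice, and bars give the mean and SD. For each of these genes the values of the diets do not overlap, with Hmox1 at 937 ± 548 in heme-fed mice against 95.7 ± 12.2 in control mice.

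At an adjusted p under 0.05, 5407 genes passed. Among the changed genes, 317 differed by 2-fold or more, 138 higher and 179 lower. The values of the diets did not overlap for 34.1% of the tested genes, where chance gives 2.86%. Smooth muscle genes were high in the scrapings of controls 3 and 4, with list means of 1.26 and 1.43 relative to all mice. With these mice left out, a choice made after seeing the data, 1634 genes passed, and with the smooth muscle mean as a covariate 591 passed. This covariate was itself higher in every control than in every heme-fed mouse. Calls lost with it therefore cannot tell muscle from diet. The genes that the study names for these arrays were 48, of which 45 were tested, 11 were higher and 7 were lower. The study had read them on these same samples, so they are not independent evidence of its results. For Wif1, Il15, Ihh and Bmp2 the study refers to an earlier experiment, so these were not first picked on these samples. Of the genes not tested, Adgre4 and Il6 were under the signal minimum, and Hspa1a shares its probes with other genes.

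Genes of the oxidative stress response were higher in heme-fed mice. Of 27 tested NRF2 target genes, 16 rose and 1 fell (Ephx1, -0.61), and 20 passed when adjusted over the list alone. Besides Slc7a11 and Hmox1, malic enzyme Me1 rose from 264 ± 60.7 to 1243 ± 164 and the quinone reductase Nqo1 from 380.2 ± 40.5 to 1195 ± 82.2. Catalase (Cat), which degrades hydrogen peroxide, rose by 0.67 ± 0.11. The list as a whole was higher (median 0.59, camera adjusted p = 3.38e-10), and its adjusted p = 0.217 with an estimated correlation. Glutathione transferases and xenobiotic enzymes followed with 12 of 30 genes higher and 4 lower (21 adjusted over the list alone, camera adjusted p = 0.00534, and adjusted p = 0.276 with an estimated correlation). Gsta3 rose from 114 ± 19.2 to 482 ± 53.9, whereas Gstt1 (-0.93), Adh1 (-0.72), Cyp3a11 (-0.61) and Cyp3a13 (-0.36) fell. The call of Cyp3a11, at mean signals under 20 in both diets, was lost without control 2 or 3 or without any single heme mouse (adjusted p up to 0.0210).

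Cholesterol synthesis genes were higher in heme-fed mice. All 15 changed genes of the 20 tested for cholesterol synthesis were higher (15 adjusted over the list alone), with a median of 0.91 (camera adjusted p = 2.74e-10, and adjusted p = 0.217 with an estimated correlation). Examples were Idi1 (1.38 ± 0.11), Lss (1.26 ± 0.16) and Fdps (1.16 ± 0.06), enzymes of the mevalonate and sterol pathway. In the list of fatty acid oxidation and PPAR target genes 12 of 23 genes rose and none fell (14 adjusted over the list alone, median 0.53, camera adjusted p = 1.52e-07, and adjusted p = 0.357 with an estimated correlation). Besides Fabp1, Creb3l3 rose from 115 ± 27.8 to 414 ± 72.8 and the acyl-CoA thioesterase Acot1 from 52.6 ± 9.32 to 119 ± 18.5. The mean of this list was -0.71 in control 4 and -0.30 to -0.18 in the other controls, and without controls 3 and 4 its median was 0.34 with 8 genes higher.

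Of 19 tested genes of the unfolded protein and integrated stress response, 5 rose (5 adjusted over the list alone, camera adjusted p = 0.00211, and adjusted p = 0.357 with an estimated correlation). The largest rises were those of Psat1 (1.68 ± 0.11), Phgdh (0.97 ± 0.07) and Asns (0.91 ± 0.11), enzymes of serine and asparagine synthesis, followed by the chaperones Sdf2l1 (0.43) and Hsp90b1 (0.31). The calls of Sdf2l1 (control 1, heme mice 1, 2 and 4) and Hsp90b1 (controls 1, 3 and 4, heme mice 1, 2 and 4) were each lost without any single mouse of those given, with adjusted p up to 0.0141 and 0.0206. The heat shock list did not pass (camera adjusted p = 0.133). Its mitochondrial chaperones Hspd1 (0.75 ± 0.11) and Hspe1 (0.58 ± 0.07) and the cytosolic Hsp90aa1 (0.45) rose, and the small heat shock genes Hspb1 (-1.34) and Hspb8 (-1.27) fell (5 adjusted over the list alone). Hspb1 and Hspb8, which muscle also expresses, lost their calls without control 3 or any single heme mouse, and Hspb8 also without control 4 (adjusted p up to 0.0217 and 0.0296). Without controls 3 and 4, whose smooth muscle genes were high, their differences were -0.76 and -0.69 (adjusted p = 0.000459 and 0.0103), so the call of Hspb1 was kept and that of Hspb8 was not. Iron and heme handling did not pass as a list (camera adjusted p = 0.354, 5 higher, 3 lower, 10 adjusted over the list alone of 19). The transferrin receptor Tfrc rose from 681 ± 91.3 to 1882 ± 784, and Aco1 (0.41), Flvcr1 (0.38) and Heph (0.31) rose besides Hmox1. The folate and heme transporter Slc46a1 fell from 771 ± 219 to 159 ± 12.8, and the iron transporter Slc11a2 (-0.44) and Urod (-0.34) fell as well. The calls of Tfrc (controls 1 and 4, heme mouse 2), Flvcr1 (controls 1 and 3, heme mice 1 and 2) and Heph (controls 3 and 4, heme mice 2, 3 and 4) each ended when a single mouse of those given was left out, with adjusted p up to 0.0121, 0.0156 and 0.0147.

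Cell cycle genes were higher in heme-fed mice. Of 32 tested, 31 rose and none fell (31 adjusted over the list alone), with a median of 0.83 (camera adjusted p = 4.38e-19, and adjusted p = 0.217 with an estimated correlation). The proliferation marker Mki67 rose from 1335 ± 126 to 2186 ± 135, the ribonucleotide reductase subunit Rrm2 from 206 ± 13.8 to 673 ± 129, and the mitotic kinase Plk1 by 1.24 ± 0.11 on the log2 scale. Cyclins Ccne1 (0.83), Ccna2 (1.00) and Ccnb2 (0.76) and Birc5 (0.95), an inhibitor of apoptosis, rose too; without heme mouse 2 the adjusted p of Ccnb2 was 0.0124. Of the 4 feedback inhibitors that surface cells send to the crypt, all chosen by the study, the cytokine Il15 fell from 409 ± 14.7 to 176 ± 9.71 (-1.22 ± 0.06, adjusted p = 5.47e-06). Wif1 (-0.33 ± 0.08, adjusted p just above 0.01), Ihh (-0.46 ± 0.11, 0.0114) and Bmp2 (-0.79 ± 0.23, 0.0242) did not pass, and all 4 passed when adjusted over the list alone. The list as a whole was lower (camera adjusted p = 0.00318, and adjusted p = 0.217 with an estimated correlation). The study used a q-value under 0.01 and does not name its kind. With Storey q-values, Wif1 (0.00437) and Ihh (0.00496) passed and Bmp2 did not (0.0105). Ihh also passed without heme mouse 4 (0.00866) and Bmp2 without heme mouse 3 (0.00926). Genes of crypt stem cells and Wnt signalling were lower, 7 of 18 (7 adjusted over the list alone, median -0.29, camera adjusted p = 9.00e-05, and adjusted p = 0.128 with an estimated correlation). Among them were the stem cell transcription factor Ascl2 (205 ± 34.1 to 106 ± 5.20 in heme-fed mice), Rnf43 (-0.74 ± 0.06) and Sox9 (-0.64 ± 0.07). Cell death regulators did not pass as a list (camera adjusted p = 0.218). The necroptosis genes Ripk3 (0.75 ± 0.11) and Mlkl (0.57 ± 0.06) and the death genes Bak1 (0.57), Tnfrsf10b (0.56) and Fadd (0.32) rose and the death receptor Fas fell (-0.85 ± 0.07), so that 5 of 18 rose and 1 fell (9 adjusted over the list alone). For Ier3 the difference was 0.52 ± 0.18 (adjusted p = 0.0504).

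Genes of mucosal defence changed in both directions, and 5 of the mucins, 5 antimicrobial genes and 10 genes of Toll-like receptor signalling had been named by the study from these samples, so their counts are not independent evidence. None of 7 mucins rose, Muc1 fell from 163 ± 46.8 to 55.5 ± 7.98 and Muc3 by 0.28 ± 0.05 on the log2 scale, and 3 passed when adjusted over the list alone (camera adjusted p = 0.133). For Muc2, the main secreted mucin, the difference was -0.14 ± 0.05 (adjusted p = 0.0653) and for Muc13 -0.20 ± 0.05 (0.0117), which passed with a Storey q-value of 0.00509. In the antimicrobial list 3 of 19 genes rose and 2 fell (5 adjusted over the list alone, camera adjusted p = 0.989). Besides Slpi, the phospholipase Pla2g2a rose from 63.3 ± 5.64 to 239 ± 47.1 and the intestinal alkaline phosphatase Alpi from 758 ± 228 to 1689 ± 134, and Duox2 (-0.88) and Pigr (-0.42) fell. Reg3b (-1.06 ± 0.92), Reg3g (-0.30 ± 0.72) and Lyz2 (0.00 ± 0.09) did not pass. In Toll-like receptor signalling 1 of 31 genes rose and 4 fell (3 adjusted over the list alone, camera adjusted p = 0.922), with a median of 0.02 but a mean of -0.03 and a downward test. The NF-kB activator Ikbkg rose (0.88 ± 0.09), while Tlr2 fell from 414 ± 87.9 to 212 ± 11.3, and Tnfaip3 (-0.68), Lbp (-0.41) and Tlr1 (-0.30 ± 0.07) fell. The call of Tlr1 was lost without control 2, 3 or 4 or heme mouse 1, 2 or 4 (adjusted p up to 0.0294), and that of Lbp without any single mouse other than control 2 (up to 0.0270). Tlr4 (-0.33 ± 0.09, adjusted p = 0.0191), Tlr6 (0.15), Tlr9 (0.08), Myd88 (0.08), Traf6 (0.14) and Tirap (0.18) did not pass. Of these, Tlr4 passed with a Storey q-value of 0.00831.

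Of 21 inflammatory cytokine and acute phase genes, none rose and 6 fell (6 adjusted over the list alone, camera adjusted p = 0.319). They included the chemokine Ccl5 (374 ± 85.9 to 136 ± 12.0), Il18 (617 ± 99.0 to 275 ± 65.0) and the acute phase gene Saa3 (171 ± 40.9 to 80.9 ± 24.2). The call of Saa3 was lost without control 2, 3 or 4 or heme mouse 2, 3 or 4 (adjusted p up to 0.0175). For Tnf (-0.11), Il1b (-0.13), Il12a (0.19) and Il12b (-0.11), all at signals under 63, no call was made. Among macrophage genes 1 of 15 fell, Mertk (-0.53, 1 adjusted over the list alone, camera adjusted p = 0.354), and Cd14 (0.02), Cd68 (0.24), Itgam (-0.14) and Adgre1 (0.21) did not pass. Among neutrophil genes 2 of 10 rose, Mmp9 (0.88) and Retnlg (0.58) at signals of 18.7 to 90.1 in heme-fed mice (2 adjusted over the list alone, camera adjusted p = 0.0714), and Mpo (0.04), Ltf (-0.09) and Elane (0.14) did not pass. The list passed without heme mouse 2 (0.0284), and the call of Retnlg was lost without any single control or without heme mouse 3 or 4 (adjusted p up to 0.0161).

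Markers of several epithelial and immune cell types were lower in heme-fed mice. Of 20 enteroendocrine genes, 8 fell and 1 rose, Neurog3 (0.51, 10 adjusted over the list alone, camera adjusted p = 0.000373, and adjusted p = 0.217 with an estimated correlation). Chromogranin Chga fell from 2782 ± 316 to 1209 ± 97.0 and Tph1, which makes serotonin, from 644 ± 102 to 255 ± 8.34. Of 16 tuft cell genes 8 fell (10 adjusted over the list alone, camera adjusted p = 4.20e-06, and adjusted p = 0.276 with an estimated correlation), among them Trpm5 (-1.14 ± 0.08), Dclk1 (-0.86 ± 0.08) and Rgs13 (283 ± 40.9 to 142 ± 24.2). Of 20 T cell and intraepithelial lymphocyte genes 10 fell (10 adjusted over the list alone, camera adjusted p = 4.41e-06, and adjusted p = 0.336 with an estimated correlation). Examples were Gzma (121 ± 8.25 to 50.6 ± 6.50), Cd7 (300.4 ± 68.8 to 124 ± 5.89) and Nkg7 (-1.13 ± 0.12). Interferon-stimulated genes were lower as well, 11 of 24 (14 adjusted over the list alone, camera adjusted p = 3.47e-06, and adjusted p = 0.217 with an estimated correlation), with Ifit1 at 325 ± 22.1 in control and 112 ± 18.9 in heme-fed mice and Irf7 at 784 ± 118 and 380 ± 16.2. In MHC class II, H2-Ob (-0.66), H2-Aa (-0.60) and H2-Eb1 (-0.54) fell, 3 of 8 (4 adjusted over the list alone, camera adjusted p = 0.00309, and adjusted p = 0.409 with an estimated correlation). The calls of H2-Aa (heme mouse 2) and H2-Ob (controls 2, 3 and 4, heme mice 1, 2 and 4) ended without any single mouse of those given, with adjusted p up to 0.0108 and 0.0239. Goblet cell genes fell in 5 of 17 cases (7 adjusted over the list alone, camera adjusted p = 0.0111, and adjusted p = 0.357 with an estimated correlation), namely Ccl6 (3328 ± 428 to 1308 ± 122), Spdef (-0.81), Atoh1 (-0.46), Tff3 (-0.34) and Clca1 (-0.33). The calls of Spdef (controls 2 and 3, heme mice 2 and 4) and Atoh1 (controls 1 and 2, heme mice 1, 2 and 4) were lost without any single mouse of those given (adjusted p up to 0.0114 and 0.0170). The goblet cell mean was -0.10 in control 1 and 0.18 to 0.25 in the other controls. Without controls 3 and 4 the goblet cell list had a camera adjusted p = 0.0663, and with the smooth muscle mean as a covariate 0.326.

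Absorptive colonocyte genes did not pass as a list (camera adjusted p = 0.989, 6 higher, 4 lower, 12 adjusted over the list alone of 26), with a median of 0.00 and a mean of -0.12. Sult1a1 (-1.40 ± 0.08), the butyrate transporter Slc5a8 (-0.95 ± 0.12) and Ceacam20 (-0.87 ± 0.07) fell besides Dio1. The sodium-hydrogen exchanger Slc9a3 (0.84 ± 0.10), the water channel Aqp4 (0.84 ± 0.14), Krt20 (0.50 ± 0.06), Tmigd1 (0.49), Emp1 (0.41) and Vil1 (0.25) rose. The calls of Tmigd1 (controls 1, 3 and 4, heme mice 1, 2 and 4) and Vil1 (every control, heme mice 2, 3 and 4) were lost without any single mouse of those given (adjusted p up to 0.0194 and 0.0186). Genes typical of small intestinal enterocytes fell in 6 and rose in 3 of 20 cases (11 adjusted over the list alone, camera adjusted p = 0.319), with Sis (241 ± 63.9 to 50.3 ± 4.17) and Cubn (666 ± 111 to 169 ± 19.7) lower, and Rbp2 (1.06) and Fabp2 (0.59) higher besides Alpi. The call of Fabp2 was lost without control 2 or any single heme mouse (adjusted p up to 0.0167). Of 5 genes that mark the distal colon, Hoxd10 fell from 356 ± 82.1 to 129 ± 1.96 and Hoxd11 from 312 ± 68.8 to 135 ± 14.5 (2 adjusted over the list alone, camera adjusted p = 0.0139, and adjusted p = 0.409 with an estimated correlation). Without controls 3 and 4 the distal colon list still passed (camera adjusted p = 0.0293), at a median of -0.41 against -0.52 with all mice. With the smooth muscle mean as a covariate it did not (camera adjusted p = 0.117). Each sample combined scrapings of the proximal and distal colon. Of 18 B cell and plasma cell genes, Ms4a1 fell (-0.65 ± 0.11) and Prdm1 rose (0.60 ± 0.07), and the list did not pass (2 adjusted over the list alone, camera adjusted p = 0.281).

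Smooth muscle genes were lower with heme, with a median of -1.53 over 13 genes (camera adjusted p = 0.000101, and adjusted p = 0.435 with an estimated correlation, 4 lower, 11 adjusted over the list alone). They also varied widely between control mice. The mean of the list, relative to all 8 mice, was -0.29 in control 1, 0.25 in control 2, 1.26 in control 3 and 1.43 in control 4, against -0.81 to -0.47 in heme-fed mice. Myh11 was at 1493 ± 841 in control and 380 ± 51.5 in heme-fed mice, and Acta2, Myl9 and Pln fell by 1.21, 1.66 and 1.49 on the log2 scale. Each of these calls was lost when some single mice were left out: Acta2 for control 3 and heme mice 2 and 4, Myl9 for controls 3 and 4 and every heme mouse, and Myh11 and Pln for controls 2, 3 and 4 and every heme mouse (adjusted p up to 0.0130, 0.0222, 0.0202 and 0.0247). Genes of enteric neurons and glia moved with them, with 4 of 11 lower and 1 higher (6 adjusted over the list alone, camera adjusted p = 0.0207, and adjusted p = 0.493 with an estimated correlation). The neuron list had means of 0.36 and 0.54 in controls 3 and 4. Syt1 (-1.42), Snap25 (-1.25), Uchl1 (-0.94) and Nos1 (-0.87) fell and Ednrb (0.72) rose; the call of Nos1 ended without control 2 or 3 or any single heme mouse, and that of Ednrb without control 3 or 4 (adjusted p up to 0.0188 and 0.0110). With controls 3 and 4 left out the smooth muscle list still passed (camera adjusted p = 0.000101) at a median of -0.76. Myh11 at -1.02 and Acta2 at -0.76 kept their calls (adjusted p = 0.00876 and 0.00887), and Myl9 at -0.95, Pln at -0.85 and Nos1 at -0.56 lost theirs (0.0101, 0.0263 and 0.0247). The neuron list had a median of -0.25 without these controls and did not pass (camera adjusted p = 0.0966), nor did it with a signal minimum of 50 (0.116) or with the smooth muscle mean as a covariate (0.741).

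Fibroblast genes did not pass as a list (camera adjusted p = 0.911, median 0.13, mean -0.08), with Dcn (-0.74), Lum (-0.77) and Thy1 (-0.42) lower and Pdgfra (0.51) higher of 15 (4 adjusted over the list alone). Of 14 endothelial genes Lyve1 (-0.73), Cldn5 (-0.44) and Tek (-0.34) fell (3 adjusted over the list alone, camera adjusted p = 0.404). Without controls 3 and 4 the calls of Lum (-0.46), Dcn (-0.59) and Thy1 (-0.30) were lost (adjusted p = 0.0364, 0.0201 and 0.0257). Cldn5 (-0.31, 0.0258) and Tek (-0.32, 0.0654) also lost theirs, while Pdgfra (0.48, 0.00560) and Lyve1 (-0.71, 0.00852) kept theirs. The calls of Lum (controls 3 and 4, heme mice 1, 2 and 4), Thy1 (control 3, heme mice 2, 3 and 4), Cldn5 (controls 1 and 3, every heme mouse) and Tek (every control, heme mice 1, 2 and 4) were lost without any single mouse of those given (adjusted p up to 0.0255, 0.0152, 0.0272 and 0.0312). None of 10 adipocyte and 3 erythroid genes passed (0 adjusted over the list alone in both, camera adjusted p = 0.989 and 0.427), and the smallest adjusted p were those of Cidec (0.72, 0.0127) and Alas2 (0.13, 0.118). The adipocyte list had a median of -0.07 and a mean of -0.08 but an upward test. Its mean was 0.95 in heme mouse 4 and at most 0.15 in every other mouse.

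**Figure D2:**
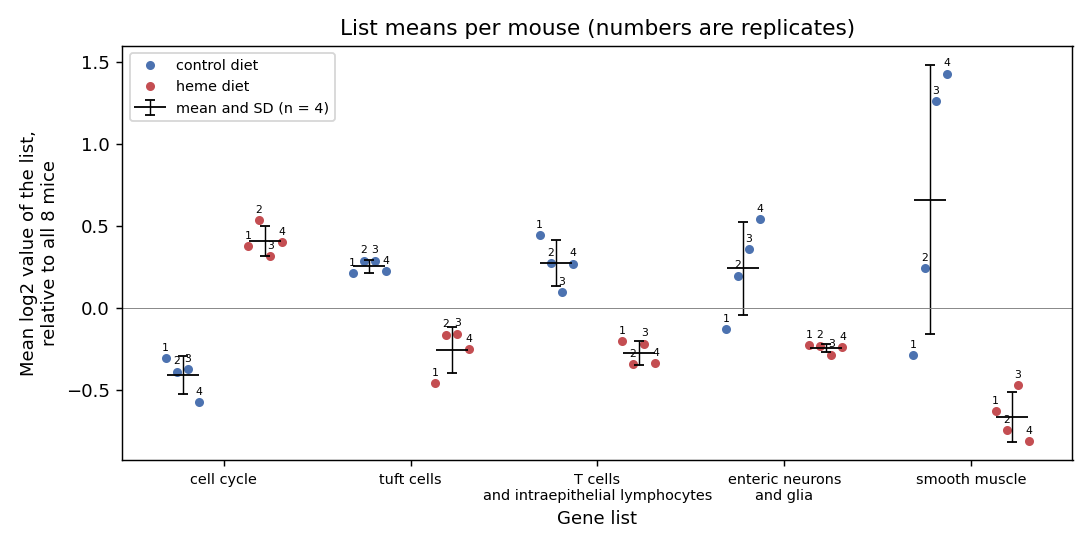
Mean log2 value of 5 gene lists in each mouse, relative to the mean of all 8 mice; points are mice with their replicate number, and bars give the mean and SD per diet. Smooth muscle reached 1.26 and 1.43 in controls 3 and 4, whereas cell cycle genes lay above 0 in every heme-fed mouse and below 0 in every control.

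**Figure D3:**
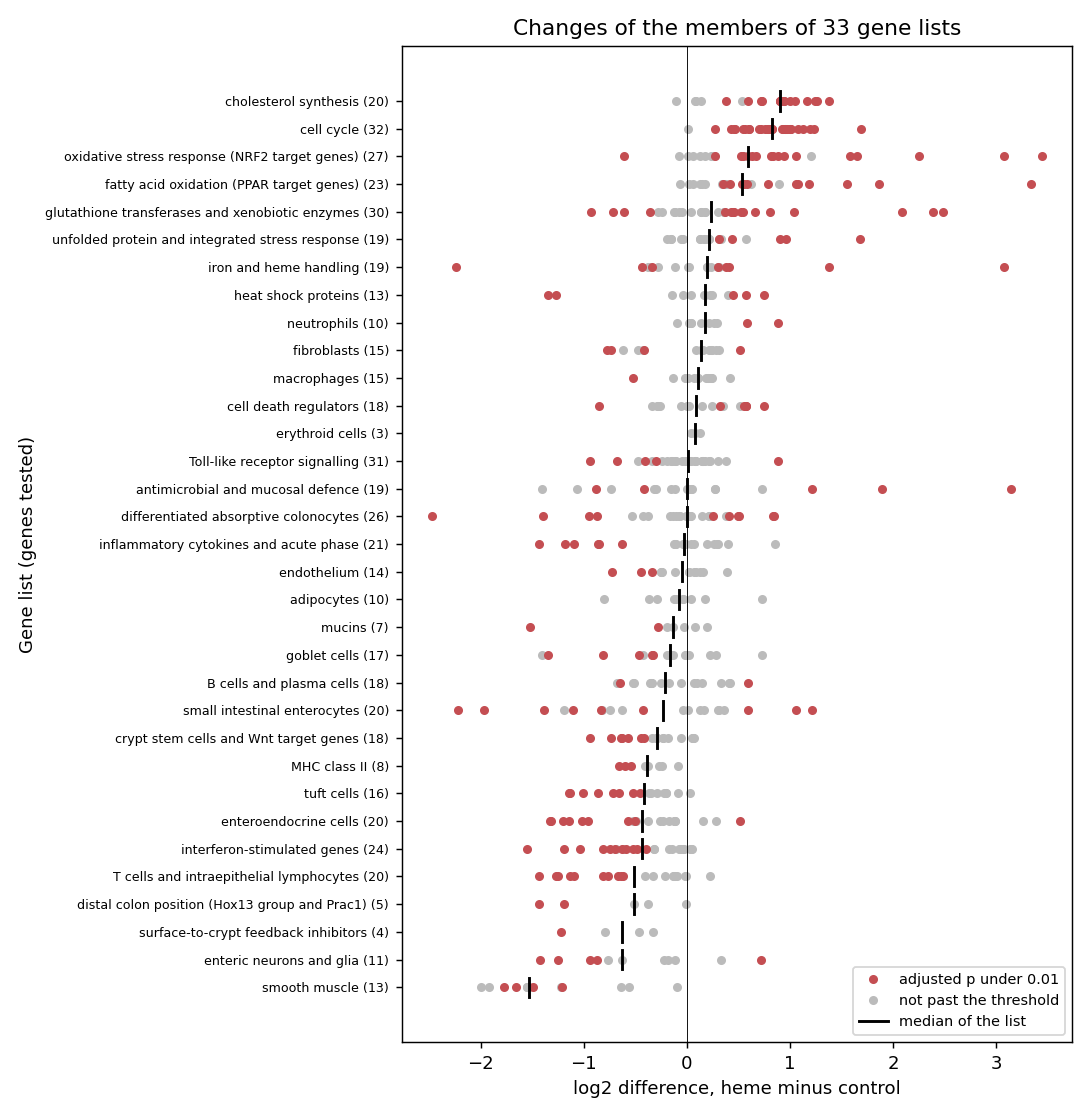
Log2 difference between heme-fed and control mice of every tested gene of 33 lists; points are genes, red where the adjusted p is under 0.01, and black bars are list medians. Medians run from -1.53 for smooth muscle to 0.91 for cholesterol synthesis.

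In all, 17 of the 33 lists passed at a camera adjusted p under 0.05, 6 higher and 11 lower with heme. With a correlation between genes estimated for each list none passed, the lowest adjusted p being 0.128, and 7 lists had an unadjusted p under 0.05. By fry, which asks whether the genes of a list move one way without comparing them with other genes, 24 lists passed. Other divisions of the same 8 mice into 4 and 4 gave up to 19 lists by camera, and those with 2 mice of each diet in each part up to 12.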

Values the study reported

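The study reported a Hmox1 signal of 86 in control and 923 in heme-fed mice, and a Mki67 signal of 1318 and 2193. It gave Slpi at 110 and 1612, and Alpi at 746 and 1691. Ripk3 was stated to rise 1.7-fold and Saa3 to fall 8-fold. Tlr1, Tlr2 and Tlr4 were given fold changes of −1.2, −2.0 and −1.3. For Bmp2 the study stated q = 0.011. Its comparison with an earlier experiment was made over 3640 genes at its threshold of 0.01.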

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

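Except for the divisions of the mice, the tests of explanations in this part were chosen only after the data were seen; the ratio of changes without controls 3 and 4 was chosen before its own value was seen. Of 470 groups of 4 values tested, 15 held a mouse far from the other 3, measured as the gap to the nearest mouse over the range of the group, where chance gives about 1 in 20 or 23.5. In control mice these were Adgre1 (0.868, control 3 at 96.7 against 121 to 126), Bak1 (0.855, control 3 at 1069 against 1182 to 1202), Lbp (0.989, control 2 at 110 against 143 to 144), Acot1 (0.854, control 4 at 38.8 against 55.0 to 58.4), Mvd (0.863, control 4 at 138 against 97.4 to 102), Ascl2 (0.885, control 1 at 256 against 183 to 191), Sult1a1 (0.927, control 2 at 2155 against 1908 to 1925), Trpm5 (0.983, control 2 at 190 against 170 to 170.1) and the mean of the crypt stem cell list (0.945, control 3 at 0.20 against 0.16). In heme-fed mice they were Ccnb2 (0.855, heme mouse 2 at 2669 against 2265 to 2320), Mpo (0.847, mouse 4 at 32.5 against 28.0 to 28.7), Mlkl (0.886, mouse 3 at 506 against 574 to 583), Pla2g2a (0.847, mouse 3 at 170 against 255 to 275), Ccl6 (0.837, mouse 4 at 1128 against 1344 to 1391) and Cubn (0.863, mouse 4 at 198 against 157 to 162). No explanation was tested for them.

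Transcript clusters outside the gene comparison also differed between the diets. Of 10414 clusters with no gene name here, 444 passed the same test (207 higher, 237 lower), and of 1563 that name several genes, 174 passed (96 higher, 78 lower).

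None of the other 34 divisions of the 8 mice into 4 and 4 gave any changed gene. Only the diets reached 3101 (1 of 35 divisions, the smallest share these divisions allow), and the highest other count was 0. This argues against chance in the division of the mice for this count. However, every other division mixes the diets, which adds the diet difference to the spread within its groups. For the count of lists the divisions cannot decide on such chance: 3 of 35 divisions gave 17 or more lists, and the highest other gave 19. Besides the diets, those with 17 or more kept 3 of 4 mice of each diet together, so they still held part of the diet difference. The divisions of this kind gave 8 to 19 lists, and those with 2 mice of each diet in each part 0 to 12.

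Smooth muscle genes were lower with heme and high in controls 3 and 4. Muscle wall carried into these scrapings would leave a difference near 0 without them, and the median changed from -1.53 to -0.76; part of the pattern stays, and amount of muscle and diet cannot be told apart with so few mice. The values argue against this as a source of the wider changes. Over the 3101 called genes the median ratio of the log2 differences without and with controls 3 and 4 was 0.998, no sign turned, and 1527 genes kept their call with 6 mice.

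Enteroendocrine and tuft cell genes were lower with heme. Nerve and muscle RNA in controls 3 and 4 would account for this only if the fall were small without them, but the median of both lists was then -0.44 against -0.41 with all mice, and every heme-fed mouse stayed below both remaining controls. A dilution of all cells that have left the cycle by more dividing cells stays open. By histology of the middle colon, the study reports more cells per crypt and a higher share stained for Ki67 with heme. This goes with such a dilution, but its size was not compared with the falls here. Such a dilution would lower absorptive colonocyte genes alike. The mean change of enteroendocrine and tuft genes was lower than theirs by -0.37 (exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 allows). However, the colonocyte genes went both ways (6 higher, 4 lower). The gap of the medians was 0.42 and the SD of the colonocyte genes 0.70. This SD is a spread between genes and not the error of the gap. By fry the colonocyte list was lower on balance (adjusted p = 0.0253). By camera it did not pass (adjusted p = 0.989), and its median was 0.00. An effect of the diet on these cell types is another open explanation.

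T cell and intraepithelial lymphocyte genes were lower with heme. Muscle wall in controls 3 and 4 was argued against, as the median without them was -0.69 against -0.51 with all mice and every heme-fed mouse stayed below both. Fewer lymphocytes of every kind would lower B cell genes alike. The list used for these also holds plasma cell genes and went both ways, with Ms4a1 lower (-0.65) and Prdm1 higher (0.60). Its tested B cell genes were all lower, from -0.68 for Fcer2a to -0.17 for Blk, though only Ms4a1 passed. Of its other genes, Prdm1, Tnfrsf17 (0.42), Mzb1 (0.41) and Pou2af1 (0.33) were highest, and only Xbp1 (-0.06) was lower. The mean change of T cell genes was lower than that of this list by -0.43 (exact permutation p = 0.0286, two-sided). The gap of the medians was 0.30 and the SD of the genes of this list 0.39. This SD is a spread between genes and not the error of the gap. The test does not separate B cell from plasma cell genes, so its gap may come from the plasma cell genes. The fall of the B cell genes goes with fewer lymphocytes of every kind, and this explanation stays open. A candidate explanation by the diet, that intraepithelial lymphocytes depend on the cytokine Il15, which also fell, was not tested.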

How the results depend on the processing

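The settings with controls 3 and 4 left out, the smooth muscle covariate, the mean of a gene's clusters and all clusters by themselves were chosen only after seeing the data. No called gene picked for naming turned its direction under any alternative run with 1 value per gene. Taken by themselves, the clusters of Bak1 and Dclk1 not used here differed by -0.17 and 0.01. The clusters used differed by 0.57 and -0.86. Of all 3101 called genes, 1 turned with the mean of a gene's clusters. The count of 3101 changed genes lay between 2115 (without heme mouse 2) and 2745 (without control 1) when single mice were left out, with 1098 to 1464 higher and 1017 to 1371 lower, where fewer samples lower the count. It was 3042 without a filter, 3257 with a minimum of 50, 3484 and 3513 with an intensity trend, 3340 with array weights, 3087 and 3123 with a second normalization, 4163 with Storey q-values and 3097 with the mean of a gene's clusters. Clusters tested by themselves, named or not, are another unit, so their total of 3101 matches the gene count only by coincidence: 1654 of 30568 were higher and 1447 lower, and of the 18591 that name 1 gene, 1351 and 1132. With controls 3 and 4 left out it was 1634 (858 higher, 776 lower) with fewer samples. With the smooth muscle mean as a covariate it was 591 (299 higher, 292 lower). Of the 3101 called genes 535 remained, and the median ratio of differences over all 3101 was 0.986. The covariate overlaps with the diet, at -0.29 to 1.43 in control and -0.81 to -0.47 in heme-fed mice. The fit therefore cannot separate muscle from diet, and the cause of the lower count was not tested. The replicate numbers are shared by the diets, but mice with the same number did not deviate together (correlations -0.10, 0.14, -0.06 and -0.02), and 1 of 8 mice correlated best with its own number. With a replicate block 2020 genes passed, 1015 higher and 1005 lower, and of the genes picked for naming 31 lost their call and 2 gained one.

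By list, 17 to 18 passed without single mice, 15 without controls 3 and 4 and 13 with the smooth muscle covariate. The robust variance model, Storey q-values and the test of all clusters gave no list values, as they were run for genes or clusters only. With an estimated correlation 0 lists passed, and the adjusted p was 0.217 for oxidative stress, cell cycle and feedback inhibitors. Fry, which does not compare a list with other genes, also called cell death regulators (0.00222), mucins (0.00162), cytokines (0.0111), neutrophils (0.0121), heat shock proteins (0.0223), small intestinal enterocytes (0.0215) and absorptive colonocytes (0.0253). Mucins passed with a minimum of 50 (0.0411), where fewer genes were tested, against 0.0902 to 0.242 without single mice. Neutrophils ranged from 0.0284 to 0.126 without single mice. Of 165 called genes picked for naming, not all of which the text describes, 37 lost the call without some single mouse, 45 without controls 3 and 4, 100 with the covariate and at most 11 under any setting of filter, variance model or normalization, and 3 others gained it without a single mouse. Storey q-values added 6 calls, those of Wif1, Ihh, Muc13, Tlr4, Cidec (0.00554) and Cma1 (0.00940). Their adjusted p reached 0.126, 0.119, 0.0715, 0.0551, 0.534 and 0.437 under other settings. With Storey q-values counted as a setting, Muc13 passed in 6, Ihh in 5 and Wif1 in 4 of 20 settings. Tlr4 and Cidec each passed in 2 of 20, and Cma1 in 1 of 19. Another background correction and an array plate or scan block were not run, as they need scanner files or plate labels not used here. Genes with signals near 20 lie close to the array background, which limits what can be read from them.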

Other observations

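The tests in this part, and the genes it names, were chosen only after the results were seen. Several genes outside the lists changed with heme. The cornified envelope gene Sprr1a rose from 592 ± 113 to 3057 ± 391 (SD, n = 4), the actin-capping gene Capg from 274 ± 51.6 to 1157 ± 67.0, the urokinase receptor Plaur from 107 ± 13.5 to 368 ± 151 and the matrix protease Mmp10 from 40.7 ± 5.45 to 155 ± 62.3. Anxa1 (1.15), Anxa8 (0.97), Il1rn (0.92), Mmp7 (0.72) and Lgals3 (0.36) rose too, and Clu fell (-1.05 ± 0.16). Ereg (0.91, adjusted p = 0.0305), Krt7 (0.08) and Msln (-0.07) did not pass. The call of Mmp7 was lost without control 1 or 4 or heme mouse 2 or 4 (adjusted p up to 0.0174), and Ereg passed without heme mouse 3 (0.00353).

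The mast cell proteases Mcpt2 (47.2 ± 6.60 to 400.3 ± 166), Mcpt1 (55.7 ± 5.42 to 312 ± 154) and Cpa3 (26.0 ± 2.24 to 56.8 ± 13.6) were higher with heme, whereas Cma1 (0.24, adjusted p = 0.0216) and Tpsb2 (0.01) did not pass. More mucosal mast cells is a hypothesis, which predicts a rise of mast cell genes that are not proteases. Of the genes chosen for this, Hdc and Gata2 could be tested, with a median log2 difference of 0.011; their signals in control mice, 45.4 on average, are low and other cells express both, so the hypothesis cannot be decided.

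Trpv6 and S100g, which carry calcium through the epithelium and are targets of the vitamin D receptor, were lower with heme (S100g 1279 ± 319 to 265 ± 87.7). Lower activity of this receptor is a hypothesis, which predicts a fall of its other target genes. Of 5 such genes 4 fell: Slc30a10, Cyp3a11, Cldn2 (-0.56 ± 0.09) and Atp2b1 (-0.26 ± 0.06). The falls of Slc30a10, among the largest, and of Cyp3a11, in the xenobiotic list, had already been seen. Cyp3a11 lay at mean signals under 20 in both diets. Cyp24a1, at a signal of 31.5 in control mice, differed by 0.03 ± 0.09. The calls of Atp2b1 (all but heme mouse 4) and Cyp3a11 (controls 2 and 3, every heme mouse) were lost without any single mouse of those given (adjusted p up to 0.0218 and 0.0210), and Cyp24a1 is too dim to decide the hypothesis.

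The values here come from the manufacturer's transcript clusters, whereas the methods of the study state probes regrouped per gene, so values of single genes need not be comparable. The Slpi signal in heme-fed mice was 754 here. That is lower than the value quoted from the study above. Saa3 was 2.13-fold lower in heme-fed mice here. That is a smaller fall than the value quoted from the study above.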
